A study of Mus musculus with 12 samples. Its data were reported in "Cell-type-specific requirement for TYK2 in murine immune cells under steady state and challenged conditions" (2025).

How the data were processed

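RNA was measured in 12 libraries of immune cells sorted from tumours of mice that had been injected with MC38 cells, a mouse colon adenocarcinoma line. The cells were either NK cells (CD45 positive, CD3ε negative, NK1.1 positive) or CD8 T cells (CD45, CD3ε and CD8a positive). The mice were wild type (WT), carried a knockout of the gene of the Janus kinase TYK2 (KO), or carried a point mutation that leaves the TYK2 protein without kinase activity (KE). Group and replicate number were taken from the sample titles, which gives 6 groups of 2 libraries.

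The authors sorted 300 cells per library and made cDNA with the Smart-seq2 method, which amplifies polyadenylated RNA by PCR from very small inputs. They trimmed the short single-end reads with Trimmomatic, aligned them to the mouse genome with STAR, and counted reads that aligned to one place and overlapped the exons of a gene with summarizeOverlaps. The deposited values are these raw read counts per gene, not normalized and not pooled over replicates. Reads that align to several places were left out by the authors, so genes with near-identical copies are undercounted. No molecular identifiers were stated, so reads are not independent molecules, and the detection floors given here cover counting error only. Amplification from few cells adds spread that depth does not remove.

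The table held 54232 gene identifiers, of which 23707 had a count in at least 1 library and 153 had no symbol in the annotation used for names. It had no entry for reads without a gene. Total counts per library lay between 10378761 and 14732882. A count of 3 was taken as the floor, the most that an expected count can be where 0 is observed, which at these totals is 0.218 to 0.276 CPM (counts scaled to a common library total, 1e6). Groups with 1 to 3 counts lie at or under the floor but are not strictly limited by it, so only folds against groups of 0 counts are given as bounds. Coordinates are those of GRCm38, the build the authors used.

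Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the robust quasi-likelihood F-test, which is two-sided. One model with a mean per group was fitted to all 12 libraries, so that the 6 groups shared one estimate of spread. Genes with a mean normalized count of at least 10 were kept, which left 13279. P-values were adjusted by the Benjamini-Hochberg method over all genes tested (FDR). A differentially expressed gene (DEG) had an FDR under 0.05 and an absolute log2 fold change of at least 1. Comparisons were KO against WT, KE against WT and KO against KE within each cell type, and the difference of each mutant effect between NK and CD8 cells (interaction). Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. CPM values are given as mean ± SD with n = 2, and log2 CPM used a prior count of 2.

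Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 between genes, two-sided, and adjusted over the 96 tests of 16 lists and 6 comparisons. Calls were repeated with fry and with camera at an estimated correlation. Robust, tunable and mammalian interferon-stimulated genes (ISG), effector genes and JAK-STAT components were lists compiled by the study from earlier publications. Lists for hypoxia and glycolysis, cell cycle, MYC and ribosome biogenesis, myeloid cells, neutrophils, B cells, tumour epithelial cells, stromal cells, T cell identity, NK cell identity and dissociation stress were fixed from general knowledge. Lists of Y linked and X inactivation genes had fewer than 5 genes tested and were not given a list test.

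The test design, the lists, the comparisons and the rule for naming genes were fixed before the data were examined. Fixed genes were Tyk2, the sort markers Ptprc, Cd3e, Cd8a, Klrb1c and Ncr1, the genes Stat2, Irf7, Irf9, Gzmb, Prf1 and Ifng, and the sex-linked genes. A further fixed gene is not reported here. Beyond these, the rule took for each cell type up to 5 lower and 3 higher genes that were DEG in the same direction in both mutants with all 4 mutant libraries on one side of both WT libraries. It also took the 5 genes with the smallest FDR in each interaction and up to 3 DEG of KO against KE.

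The tests were run on simulated data with known answers. In 5 simulated sets of 13279 genes, edgeR found 10.3% of 1000 changed genes and 27.4% of the 329 genes changed 16-fold, with 6 false calls. DESeq2 1.42.0 found 22.4% and 49.2%, with 739 false calls, and called a mean of 118.1 genes in comparisons of unchanged groups. A low DEG count in edgeR therefore leaves room for many undetected changes. A list shifted by -1 on the log2 scale was found by camera in 5 of 5 simulated sets and by fry in 2. In 306 tests of unshifted lists, camera and fry each made 0 calls. Genes were drawn independently in all simulated sets, so these lists had no correlation between genes. The 0 calls therefore do not show how often camera calls unshifted lists whose genes vary together. A list that fry does not call can therefore still be shifted. Both mutants were compared with the same WT libraries. Therefore 20 simulated sets with unchanged mutants gave the correlation and overlap that arise without any effect when genes vary independently.

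Alternatives were DESeq2 with and without shrunken fold changes, median-ratio size factors, no count minimum, the filterByExpr filter, no fold change minimum, fits of one cell type, a replicate block, a myeloid score as covariate (the mean log2 CPM of the myeloid list), separate WT libraries for the mutants, a count minimum of 100 for the correlation, and each library left out in turn. limma voom and DESeq2 fits of one cell type were added after the data had been seen. The hallmark collection used by the study for gene set enrichment was not used here.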

Results

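Transcript levels were measured in NK cells and CD8 T cells sorted from MC38 tumours of WT, KO and KE mice, with 2 libraries in each of the 6 groups. Total counts per library ranged from 10378761 to 14732882, with a median of 12720200, and 12776 to 14015 genes had at least 1 count. The most abundant gene took 1.12% to 3.22% of a library's counts, and mitochondrial genes took 2.40% to 7.68%. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.750 to 0.795 between the replicates of a group. It was 0.686 to 0.801 between libraries of one cell type with different genotypes, and 0.643 to 0.727 between NK and CD8 libraries. Replicates of a group thus differed from each other about as much as libraries of different genotypes did. The common biological coefficient of variation was 109%, and its median among highly expressed genes was 35.8%.

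The targeted gene did not separate the genotypes. Tyk2 (ENSMUSG00000032175, chromosome 9, 21104068 to 21131243, minus strand, protein coding) reached 64.8 ± 5.75 CPM (SD, n = 2) in WT NK libraries, 80.5 ± 34.2 CPM in NK libraries labelled KO and 101 ± 26.1 CPM in NK libraries labelled KE. In CD8 libraries the values were 67.2 ± 26.8 CPM for WT, 67.9 ± 8.39 CPM for KO and 52.8 ± 8.64 CPM for KE. The edgeR log2 fold change of KO against WT was 0.31 (SE 0.48, FDR 1) in NK cells and 0.01 (SE 0.48, FDR 1) in CD8 T cells. The sign depended on single libraries: the value was -0.22 in NK KO without KO 2 and -0.34 in CD8 KO without WT 1, and in CD8 KE it went from -0.35 to 0.13 without WT 2. Counts per gene do not show which part of the transcript is present, so the genotype labels could not be checked from Tyk2. KO and KE in all that follows stand for libraries labelled KO and KE, and every direction given for a mutant rests on those labels.

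The cell type labels were borne out by the sort markers. Cd8a lay at 3347 ± 713 CPM in WT CD8 libraries and at 3.61 ± 1.29 CPM in WT NK libraries, and Cd3e at 981 ± 18.7 CPM against 8.06 ± 1.27 CPM. Klrb1c, which encodes NK1.1, lay at 1250.3 ± 261 CPM in WT NK libraries and 2.31 ± 0.0169 CPM in WT CD8 libraries, and Ncr1 at 888 ± 64.7 CPM against 1.58 ± 0.0757 CPM. Ptprc, which encodes CD45, lay between 1749.7 and 2973 CPM in the 6 group means. Mutant NK libraries held more Cd3e, at 30.8 ± 29.6 CPM in KO and 30.9 ± 0.170 CPM in KE (unadjusted edgeR p 0.0101 for both). Ncr1 was higher there as well, at 1640 ± 579 CPM and 2100 ± 280 CPM (unadjusted edgeR p 0.00426 and 4.29e-04). Cd8a stayed at 3.66 and 3.55 CPM. No sort marker passed the FDR threshold in a genotype comparison by edgeR.

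Genotype effects in NK cells were compared first. By edgeR, 0 of 13279 genes were DEG in KO against WT, with 837 genes at an unadjusted p under 0.05, 528 of them lower and 309 higher in KO. In KE against WT there were 0 DEG and 798 genes at that unadjusted level, 525 lower and 273 higher. KO against KE gave 0 DEG and 504 such genes. About 664 genes would pass the unadjusted level by chance if p-values of unchanged genes were uniform. KO against KE fell below this, so 664 may be too high a chance level. The DEG count depended on the tool. DESeq2 with all 12 libraries called 371 DEG in KO against WT and 393 in KE against WT, where the same fit of simulated data with unchanged mutants gave a mean of 123 and 120.2. DESeq2 fitted to the NK libraries alone gave 391 DEG in KO against WT and 450 in KE against WT, and DESeq2 fitted to only the 4 libraries compared gave 426 and 573. Fits of these 2 forms were not run on simulated data.

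In CD8 T cells, edgeR called 7 DEG in KO against WT, 4 lower and 3 higher, and 11 in KE against WT, 6 lower and 5 higher. At an unadjusted p under 0.05 there were 640 and 738 genes. KO against KE gave 0 DEG, with 481 genes at the unadjusted level. Both counts fell to 0 in edgeR fits of the CD8 libraries alone, and DESeq2 with all libraries gave 232 and 324.

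Kinase dependence was addressed by the overlap of the mutant effects, since a transcript that needs the kinase activity should change in KE as it does in KO. In CD8 T cells 6 DEG were shared with the same direction, against a mean of 0.05 in simulated unchanged mutants. In NK cells 0 were shared, and 383 genes passed an unadjusted p under 0.05 in both comparisons with the same sign, against a simulated mean of 147. The corresponding CD8 count was 275 against 142. Across genes, Pearson's r of the KO and KE log2 fold changes was 0.589 in NK cells, above the simulated mean of 0.502 and range of 0.478 to 0.523. It was 0.528 in CD8 T cells, above the simulated mean of 0.498 and range of 0.479 to 0.517. Most of each correlation was thus present with unchanged mutants. Simulated genes were drawn independently, so the ranges leave out spread from genes that vary together. In fits without 1 library, r ranged from 0.430 to 0.673 in CD8 T cells and from 0.520 to 0.683 in NK cells. The small CD8 excess is therefore not evidence of a shared effect, and the NK excess is uncertain. When each mutant was compared with a different WT library, r was 0.214 and 0.222 in NK cells and 0.0372 and 0.0374 in CD8 T cells.

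**Figure D1:**
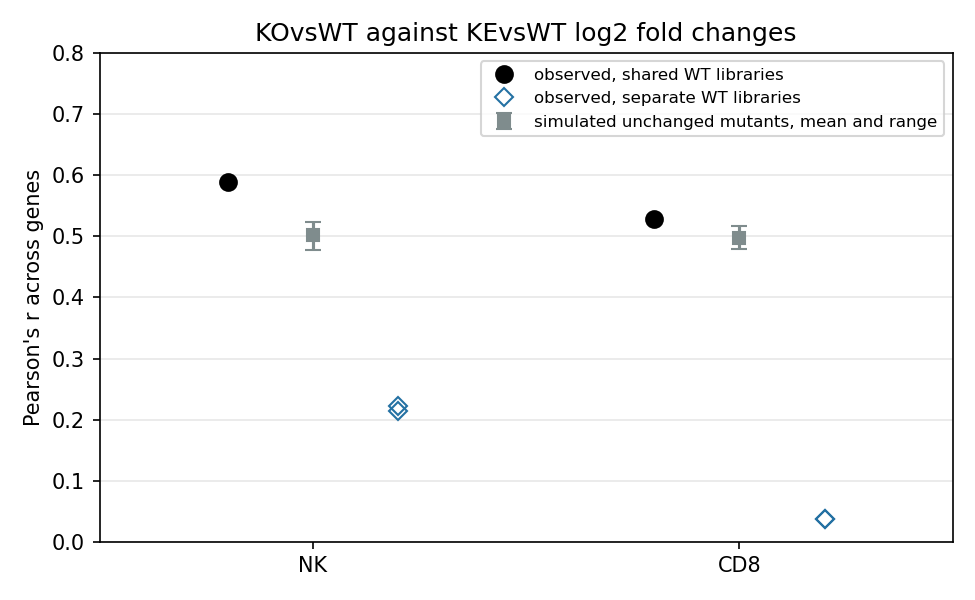
Pearson's r across genes between the KO and KE log2 fold changes against WT in NK and CD8 T cells: black circles are observed values, grey squares the mean and bars the range of simulated sets with unchanged mutants, and open diamonds the values with a separate WT library per mutant. The observed values of 0.589 and 0.528 lie above the simulated ranges, and the values with separate WT libraries lie far lower. Simulated genes were drawn independently, so the ranges may be too narrow.

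The shared genes of CD8 T cells were Trdc, Klrb1f and Trim30a, lower in both mutants, and Car2, Gm20743 and Arrdc4, higher in both. Trdc (ENSMUSG00000104876, chromosome 14, 54142851 to 54148868, plus strand), the constant region of the T cell receptor delta chain, had 11.7 ± 1.59 CPM in WT CD8 libraries and lay at or under the floor in all 4 mutant CD8 libraries. It had 143 and 177 counts in WT, 3 and 1 in KO, and 3 and 3 in KE. The fitted log2 fold changes of -6.13 in KO (SE 0.60, FDR 0.0121) and -5.59 in KE (SE 0.57, FDR 0.00938) rest on these few counts and are not bounds. Its counts are uncertain, since annotated genes overlap it on the other strand and the counting was not stated to use strand. Klrb1f (ENSMUSG00000030154, chromosome 6, 129045901 to 129057464, plus strand), which belongs to a family of similar receptor genes, fell from 25.4 ± 6.09 CPM to 0.600 ± 0.0906 CPM in KO and 1.12 ± 0.865 CPM in KE. The log2 fold changes were -5.39 (SE 0.58, FDR 0.0121) and -4.50 (SE 0.54, FDR 0.0289). Trim30a (ENSMUSG00000030921, chromosome 7, 104409025 to 104465193, minus strand), also a member of a gene family, fell from 518 ± 38.1 CPM to 93.8 ± 15.6 CPM and 85.3 ± 18.7 CPM, with log2 fold changes of -2.47 (SE 0.34, FDR 0.0487) and -2.60 (SE 0.35, FDR 0.0366).

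Car2 (ENSMUSG00000027562, chromosome 3, 14886273 to 14900770, plus strand) rose in CD8 T cells from 1.07 ± 0.483 CPM in WT to 36.4 ± 27.5 CPM in KO and 14.2 ± 0.0503 CPM in KE. The edgeR log2 fold changes were 5.08 (SE 0.55, FDR 0.0121) and 3.72 (SE 0.53, FDR 0.0366). Gm20743 (ENSMUSG00000104117, chromosome 1, 164863133 to 164936775, plus strand), a processed transcript, had 0.221 ± 0.107 CPM in WT, 10.1 ± 0.264 CPM in KO and 32.6 ± 13.2 CPM in KE, with log2 fold changes of 5.46 (SE 0.65, FDR 0.0196) and 7.15 (SE 0.69, FDR 0.00938). Arrdc4 (ENSMUSG00000042659, chromosome 7, 68736995 to 68749241, minus strand) lay under the floor in both WT CD8 libraries, with 0 and 1 counts. Computed against the floor it was 141-fold higher in KO (FDR 0.0445) and 253-fold higher in KE (FDR 0.0347). The remaining DEG fell outside the naming rule and are named after their values were seen: Ly6c2 in KO (log2 fold change -2.35, FDR 0.0371), and in KE Xcl1 (5.06, FDR 0.0347), Slfn8 (-4.07), Oasl2 (-9.48), Plac8 (-2.50) and Trim5 (137-fold higher, computed against the floor), each of the last 4 with an FDR of 0.0366. The Oasl2 value is a fitted one (SE 1.30) whose group levels are not given here, so it is not a bound. The sign of each of the 6 shared genes held in both comparisons when any 1 CD8 library was left out.

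**Figure D2:**
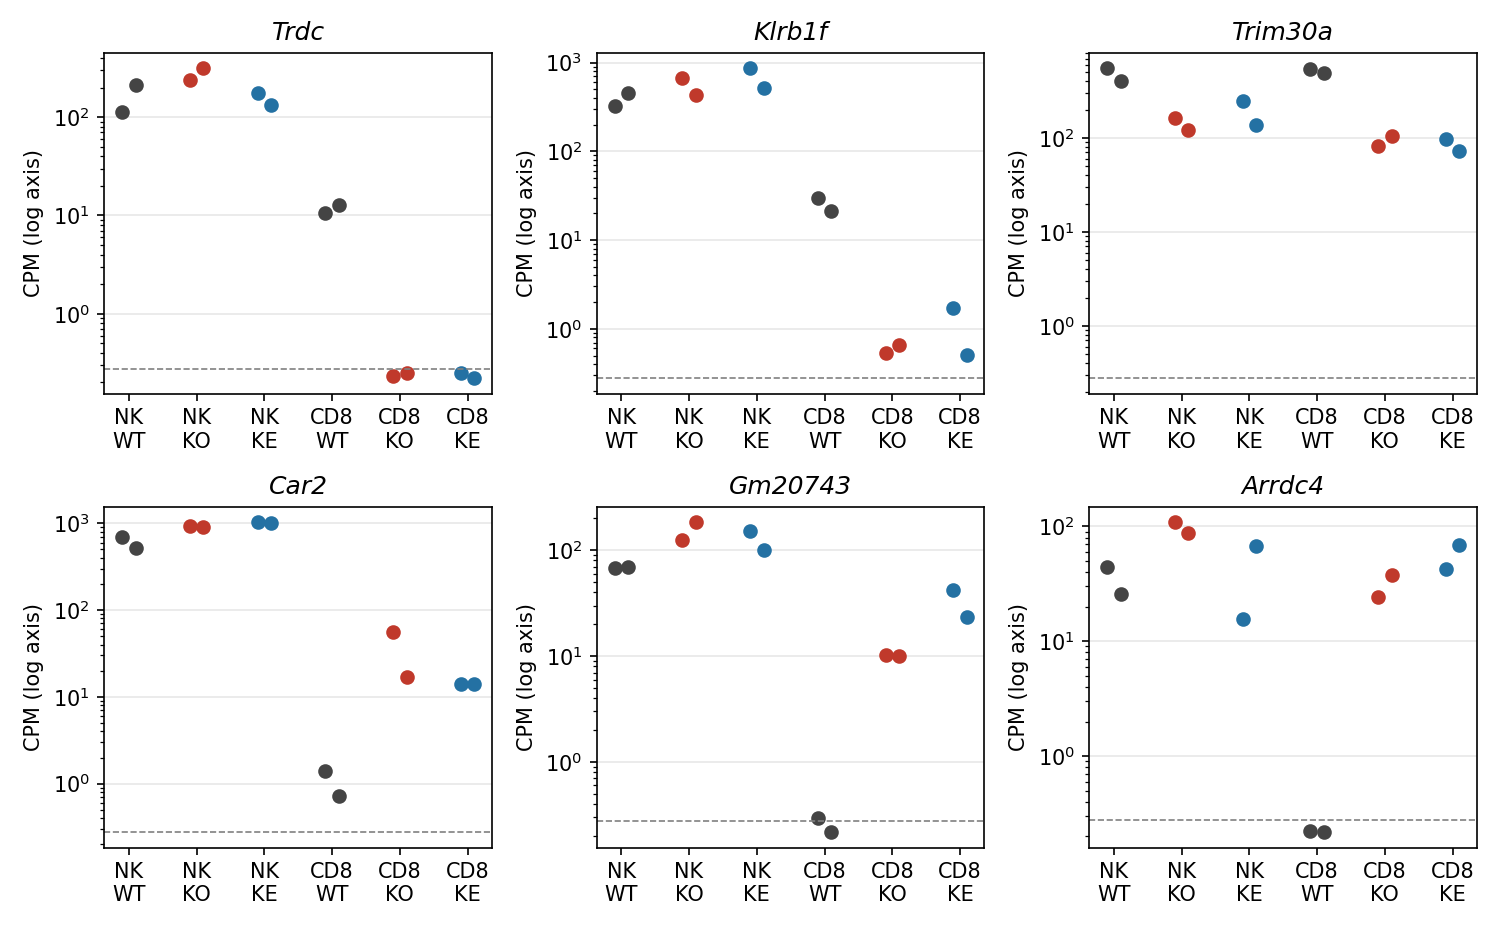
CPM on a log axis of the 6 genes that were DEG in both mutants in CD8 T cells, with 1 point per library and the groups along the horizontal axis; the dashed line is the highest floor, 0.276 CPM, and lower values are drawn at their library's floor. In CD8 libraries all 4 mutant points lie on one side of both WT points for each gene. In NK libraries Trim30a, Car2 and Gm20743 separate in the same direction, whereas Trdc, Klrb1f and Arrdc4 do not separate.

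Whether a mutant effect differed between the cell types was tested as an interaction. By edgeR 1 gene passed for KO: the effect on Trdc was 6.88 higher on the log2 scale in NK than in CD8 T cells (SE 0.73, FDR 0.0279). For KE 0 genes passed, with 822 at an unadjusted p under 0.05, and the smallest FDR was 0.0610. The next genes by FDR for KO were Klrb1f (5.89, FDR 0.0501), Car2 (-4.48, FDR 0.256), Commd9 (-9.90, FDR 0.331) and Trim5 (-7.38, FDR 0.331). For KE they were Trdc (5.51, FDR 0.0610), Gm20743 (-6.28, FDR 0.0610), Klrb1f (5.32, FDR 0.0610), Arrdc4 (-9.99, FDR 0.149) and Kcnj8 (12.24, FDR 0.149). The fitted values of Trdc, Commd9, Trim5, Arrdc4 and Kcnj8 rest on groups at the floor and are not bounds. Commd9 (chromosome 2, 101886247 to 101901646) lay at 37.2 ± 4.58 CPM in WT NK libraries and at the floor in both NK KO libraries, with an FDR of 0.197. Trim5 (chromosome 7, 104263386 to 104288094) was higher than at the floor in both mutant CD8 groups, and Kcnj8 (chromosome 6, 142564837 to 142571614) was lower in both mutant CD8 groups than in WT. It had 1 and 2 counts in KO (71.3-fold lower, computed against the floor, FDR 0.165) and 0 in both KE libraries (at least 73.0-fold lower, FDR 0.0517).

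Interferon-stimulated genes were tested as lists. The robust ISG, genes induced by interferon in most settings, were lower in both mutants and both cell types, with 47 of 65 genes tested. In NK cells the median log2 fold change was -1.15 in KO (42 genes lower and 4 higher, camera FDR 2.27e-09) and -1.16 in KE (41 lower and 5 higher, FDR 4.08e-07). In CD8 T cells it was -1.96 in KO (41 lower and 5 higher, FDR 2.37e-15) and -1.89 in KE (40 lower and 6 higher, FDR 4.98e-13). With genes at the floor set to the floor the medians were -1.14, -1.19, -1.96 and -1.86. All these calls held under fry (FDR 0.00305, 0.00811, 0.00305 and 0.00305) and with an estimated correlation (FDR 0.0209, 0.0374, 0.0117 and 0.0117). The mean log2 CPM of the list lay between 3.23 and 3.90 in the 4 mutant NK libraries and at 5.68 and 5.99 in WT. In CD8 libraries it lay between 3.06 and 3.75 in the mutants and at 5.55 and 5.73 in WT. KO and KE were not shown to differ in this list as a whole, with a median of 0 in NK cells (FDR 0.272) and -0.17 in CD8 T cells (FDR 0.652). The effect was not shown to differ between the cell types (camera FDR of the interaction 0.398 for KO and 0.280 for KE). DESeq2 with all libraries called 11 and 8 genes of the robust, tunable and mammalian ISG lists in NK KO and KE, in either direction. In CD8 T cells it called 18 in KO and 18 in KE. Whether DEG outside these lists are induced by interferon was not examined. By edgeR, no robust ISG was a DEG over all genes tested. Adjusted over the list alone, 5 genes passed in NK KO, 0 in NK KE (smallest FDR 0.105), 9 in CD8 KO and 8 in CD8 KE. Between KO and KE 1 gene passed in NK cells (FDR 0.0242) and 0 in CD8 T cells (smallest FDR 0.798). The myeloid covariate moved the NK KE call most, to a median of -0.76 with an FDR of 0.0596.

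**Figure D3:**
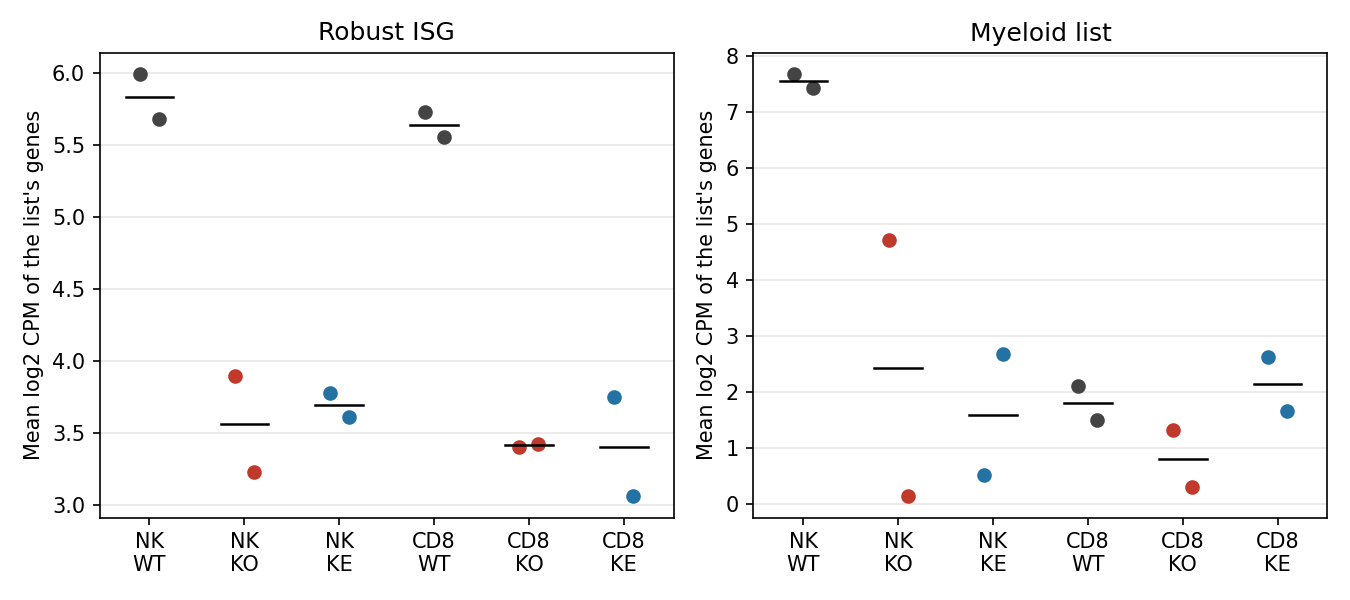
Mean log2 CPM of the robust ISG and of the myeloid list in each of the 12 libraries, with points for libraries and bars for group means. Robust ISG lie at 5.55 or above in the 4 WT libraries and at 3.90 or below in the 8 mutant libraries, whereas the myeloid list is high in both WT NK libraries and in 1 NK KO library at an intermediate 4.73.

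Other interferon lists moved the same way. The mammalian ISG, with 83 of 96 genes tested and 49 of the list shared with other lists, had medians of -0.60 in both NK comparisons against WT (camera FDR 2.66e-06 for KO and 5.38e-05 for KE). The CD8 medians were -0.74 (FDR 2.45e-12) and -0.64 (FDR 1.10e-10), and all 4 calls held under fry and the estimated correlation. Without NK WT 1 the NK KE median was -0.37. Tunable ISG, with 11 of 18 genes tested, had medians of -4.67 (FDR 4.72e-06) and -4.61 (FDR 4.82e-05) in NK cells, called under fry as well. With the estimated correlation the KO call held (FDR 0.0374) and the KE call did not (FDR 0.0549). The NK medians moved to -2.13 and -2.83 without NK WT 1 and to -8.39 in KO without NK KO 1. In CD8 T cells the tunable medians were -0.78 (FDR 0.0375, not called by fry) and -0.95 (FDR 0.0953), and both were 0 without CD8 WT 2.

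Of the 96 list tests, camera called 35, fry 17 and camera with an estimated correlation 9, and 13 calls were shared by camera and fry. Hypoxia and glycolysis genes had medians of -1.08 in NK KO (camera FDR 4.99e-08), -1.40 in NK KE (1.35e-15), -0.80 in CD8 KO (9.01e-08) and -1.02 in CD8 KE (1.01e-11). Only the NK KE call held under fry (FDR 0.0247), and none held with the estimated correlation of 0.233. Leaving out WT 1 moved the medians of NK KO to -0.61, NK KE to -0.86 and CD8 KO to -0.42. Cell cycle genes had medians of -1.26 in NK KO (FDR 8.56e-04) and -2.21 in NK KE (7.92e-05), not called by fry. The KO median was -4.35 without KO 1 and -0.62 without WT 1, and the KE median -4.38 without KE 2 and -0.77 without WT 1. The myeloid list had medians of -2.86 in NK KO (FDR 5.88e-16) and -5.92 in NK KE (2.09e-21), of which fry called KE (FDR 0.0339) and not KO (FDR 0.0626). It was -10.76 in KO without KO 1 and -10.29 in KE without KE 2. In CD8 KO it was -0.81 (FDR 0.0378, not called by fry), and -0.03 without CD8 WT 1 and -1.82 without CD8 KO 1.

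Shifts of several other lists were called by camera and not by fry. MYC and ribosome biogenesis genes were higher in NK KE (median 0.35, camera FDR 0.00661), CD8 KO (0.30, FDR 0.00118) and CD8 KE (0.33, FDR 0.00566), but 0.11 in NK KE without KE 2, 0.46 in CD8 KO without WT 1, and -0.01 in CD8 KE without KE 1. T cell identity genes were higher in NK KO (0.40, FDR 0.0118, and 0.23 without KO 2) and in NK KE (0.22, FDR 0.0237, and -0.13 without KE 1). Dissociation stress genes were lower in NK KE (-0.81, FDR 0.0297, and -0.10 without KE 1). Stromal genes were lower in CD8 KO (-5.46, FDR 0.0282, with 6 of 14 genes tested, and -1.24 without WT 2), and NK cell identity genes were lower there (-0.12, FDR 0.0389, and 0.10 without WT 2). Neutrophil genes were called by camera and fry in NK KE (-4.67, camera FDR 0.0437, 5 of 12 genes tested, and 0 without WT 1). In NK KO (median -1.09, camera FDR 0.115) and CD8 KO (median 0, camera FDR 0.173) they were called by fry alone, with FDR 0.0120 and 0.0244, and the NK KO median was 0 without WT 1 and -3.53 without KO 1. JAK-STAT components had medians of -0.25 in both NK comparisons, with camera FDR 0.0616 and 0.191, and fry FDR 0.00833 and 0.0339. They moved to -0.13 and -0.12 without NK WT 1, and were not called in CD8 T cells. Effector genes (medians of 0 and -0.02 in NK KO and KE, -0.13 and -0.01 in CD8 KO and KE), B cell genes (-0.56, -1.86, 0.21 and -1.75) and tumour epithelial genes (0, 0.02, 1.26 and 1.95) were not called against WT by any of the tests. The mean log2 CPM of effector genes still lay lower in the mutant NK libraries, at 4.81 to 5.43, than in WT, at 5.73 and 5.92. In CD8 libraries it lay at 4.18 to 4.81 in the mutants and at 4.53 and 4.68 in WT. In fits without 1 library, the B cell median ranged from -2.87 to 0.31 in NK KE and from -5.25 to 0 in CD8 KE. The tumour epithelial median ranged from -4.76 to 1.02 in NK KE and from -0.06 to 3.22 in CD8 KO.

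**Figure D4:**
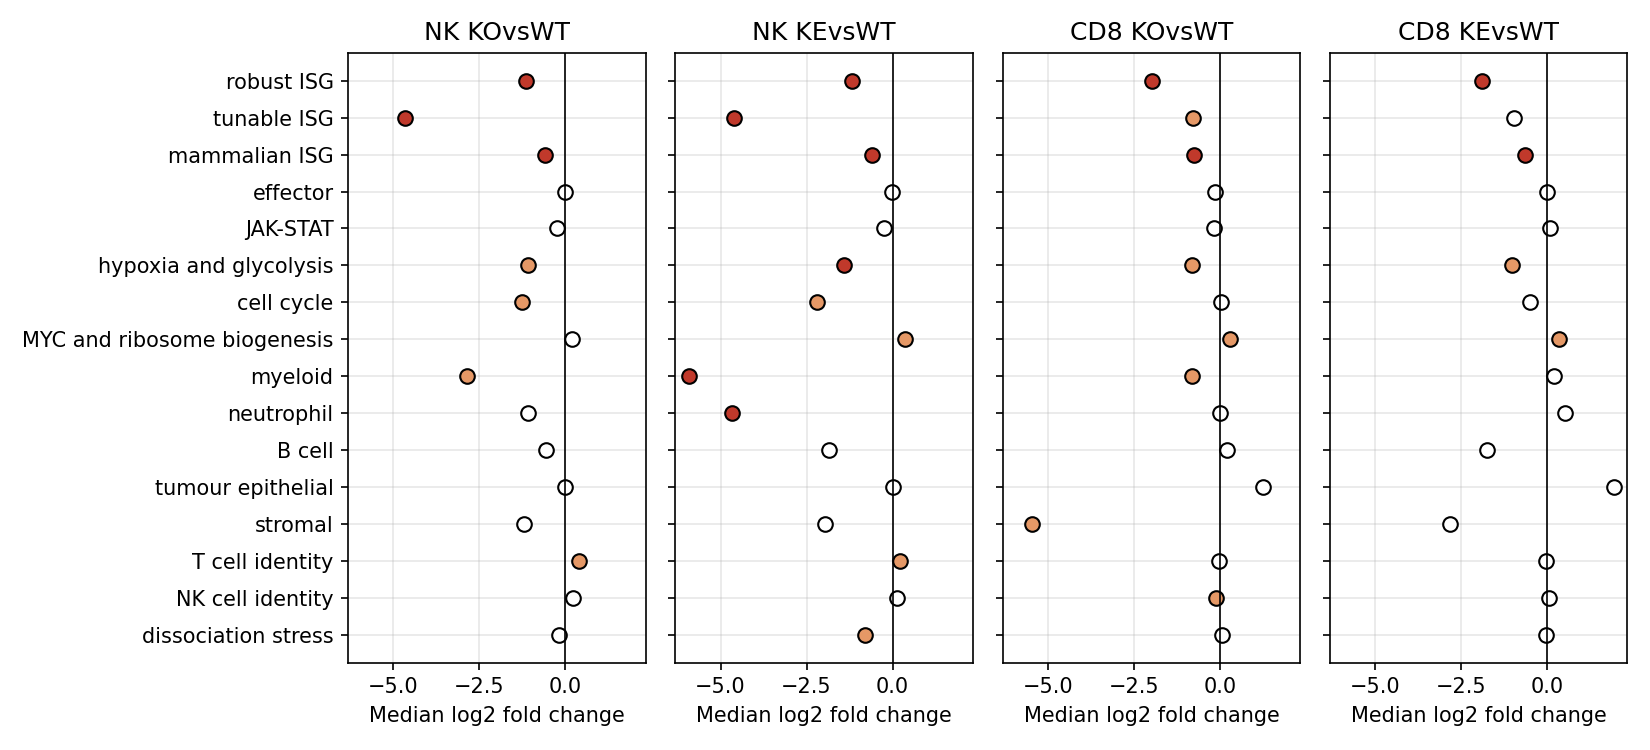
Median log2 fold change of the 16 gene lists in the 4 comparisons against WT; red points were called by camera and by fry, orange points by camera alone, and white points by neither test or by fry alone. The robust and mammalian ISG are red in every panel, and the myeloid list lies at -5.92 in NK KE against 0.21 in CD8 KE.

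Between KO and KE, camera called 1 list in NK cells, hypoxia and glycolysis (median 0.30, FDR 0.00680), and 5 in CD8 T cells. These were effector (-0.11, FDR 0.0437), hypoxia and glycolysis (0.23, FDR 0.0496), cell cycle (0.47, FDR 0.0297), myeloid (-0.99, FDR 0.00694) and NK cell identity (-0.85, FDR 7.06e-04). None was called by fry, whose smallest FDR was 0.398 in NK and 0.127 in CD8 T cells. The medians depended on single libraries. The NK hypoxia median was 0 without KO 2. In CD8 T cells without KE 1, the effector and myeloid medians were 0, the hypoxia median 0.05 and the cell cycle median 1.18. The cell cycle median was 0.23 without KO 2, the myeloid median -2.90 without KO 1, the effector median -0.25 without KO 1, the hypoxia median 0.52 without KE 2 and the NK cell identity median -0.26 without KE 2.

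The single genes of interferon signalling and effector function given here did not pass the FDR threshold of edgeR in any comparison. Irf7 fell in NK cells from 529.6 ± 109 CPM to 99.6 ± 3.58 CPM in KO (log2 fold change -2.41, SE 0.67, FDR 0.598) and 137 ± 15.3 CPM in KE (-1.95, SE 0.66, FDR 0.679). In CD8 T cells it fell from 303 ± 5.68 CPM to 19.8 and 52.4 CPM in the KO libraries (-3.07, SE 0.69, FDR 0.409) and 58.8 ± 57.2 CPM in KE (-2.37, SE 0.67, FDR 0.558, and -4.04 without KE 1). Gzmb changed by -1.92 and -2.06 in NK KO and KE and by -2.06 and -1.87 in CD8 KO and KE, with FDR from 0.549 to 0.829. In CD8 KE it was -3.39 without KE 2 and -1.14 without KE 1. Stat2 changed by -0.19 and -0.63 in NK cells, with a change of sign to 0.78 and 0.35 without NK WT 2 and values of -0.78 and -1.20 without NK WT 1. It changed by -2.11 and -2.71 in CD8 T cells, with -4.41 in KE without KE 2. Irf9 changed by -0.87 and -0.93 in NK cells and by -1.06 and -0.89 in CD8 T cells, where the sign changed to 0.02 and 0.20 without CD8 WT 2 and the values were -1.67 and -1.50 without CD8 WT 1. In NK KE it was -0.62 without KE 1. Prf1 changed by -0.83, -0.83, -0.29 and -0.58 in the same order. For Prf1 the value was -0.47 in NK KO without WT 1, -1.50 in NK KE without KE 2 and -0.36 without KE 1. In CD8 KO it was 0.17 without KO 2 and -1.09 without KO 1, and in CD8 KE -1.30 without KE 2 and -0.11 without KE 1. Ifng changed by 0.68, 0.51, 1.33 and 1.45, with 0.39 in NK KO without KO 1, and with -1.65 in NK KE without KE 2 and 1.34 without KE 1.

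Sex-linked transcripts did not separate the groups. All 4 Y linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) lay above the floor in all 12 libraries, Ddx3y at 33.1 to 167 CPM, while Xist lay at 16.3 CPM in NK WT 1, 15.7 CPM in CD8 KE 2 and at most 0.536 CPM in the other 10 libraries.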

Values the study reported

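The study reported that the effects of both Tyk2 mutations overlapped in 213 genes in tumour-derived NK cells and in 118 genes in tumour-derived CD8 T cells.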

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

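Each result here was singled out because a mutant effect differed between NK and CD8 T cells in a test of the difference itself. Tests of gene lists for this difference and all tests of its explanations were chosen after the results had been seen, and some used values that were already known.

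The KO effect on Trdc was 6.88 higher on the log2 scale in NK than in CD8 T cells by the edgeR interaction test (SE 0.73, FDR 0.0279, n = 2 per group). The difference arose in CD8 libraries, where Trdc lay at 11.7 CPM in WT and at the floor in both mutants, while NK libraries held 164 CPM in WT and 277 CPM in KO. Klrb1f followed the same pattern, at 25.4 CPM in WT CD8 libraries. NK cells or their RNA in the WT CD8 libraries would explain both only at 6.51% to 7.16% of the NK level. Ncr1, Klrb1c, Tyrobp and Fcer1g, which are abundant in NK cells, reached at most 0.960% of their WT NK level there, which argues against this source. Gamma-delta T cells among the sorted WT CD8 cells are a candidate explanation that stays open. A list of 15 gamma-delta genes without Trdc, written after the data had been seen and with 10 genes tested, had medians of -0.74 in KO and 0.033 in KE. Neither was called (camera FDR 0.629 for both), and the members went both ways, with 7 of 10 lower in KO and 4 in KE. Trdv1 followed Trdc, at 7.78 and 2.18 CPM in the WT CD8 libraries and at most 0.083 CPM in the mutant ones. Tcrg-C2 and Trgv2 were instead highest in KE 1, at 654 and 194 CPM. Reads from annotated genes on the other strand may contribute to the Trdc counts and were not separable here. A biological effect of the genotype on these cells stays open as well, as a hypothesis resting on 2 libraries per group.

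4 list differences were called by camera at its preset correlation and not otherwise. Of 32 such tests camera called 4, while fry called 0 (smallest FDR 0.290) and camera with an estimated correlation called 0 (smallest FDR 0.345). Since fry also missed true shifts in simulated sets, its lack of calls does not exclude these differences. The calls depend on the preset correlation, and the differences are therefore weak.

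The myeloid list differed by -2.20 in KO and by -5.65 in KE, NK minus CD8. In NK cells the list was high in both WT libraries and in part in 1 KO library. A candidate explanation is that myeloid cells or their RNA came along in the WT NK sort. In NK KE 97.3% of the 37 genes tested were lower than in WT, and 81.1% had both WT libraries above all 4 mutant libraries, against 10.8% of all genes and 6.67% by chance. Apoe, the most abundant gene of the list in NK libraries, lay at 7119 and 5443 CPM in WT, at 1827 and 2.00 CPM in KO and at 2.12 and 150 CPM in KE. Lyz2 lay at 2505 and 2098 CPM in WT and at 3376 CPM in 1 KO library, while NK cell identity genes did not fall in KE (median 0.14). These values were known before the test was written, so it could hardly have come out otherwise, and 7 of the list's 39 genes are in other lists. A different share of such cells in the tumours of the genotypes, a difference in the purity of single sorts, and a loss of these transcripts from NK cells cannot be told apart with 2 libraries per group.

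The cell cycle list differed by -1.49 in KO, NK minus CD8. With the myeloid score as a covariate the NK medians were -1.69 in KO and -1.28 in KE, and neither was called (camera FDR 0.479 and 0.456). Proliferating myeloid cells in the WT NK sort and slower division of mutant NK cells cannot be told apart, since the score follows the genotype in these libraries.

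The NK cell identity list differed by 0.64 in KO, NK minus CD8. Loss of contaminating NK cells from the mutant CD8 libraries would lower the abundant NK transcripts there. Of Ncr1, Klrb1c, Tyrobp and Fcer1g, 0 lay under 50% of their WT level in KO CD8 libraries, which argues against it; the means of all 4 were in fact higher in KO than in WT. The cause of the shift was not otherwise tested.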

How the results depend on the processing

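The robust ISG medians kept their direction and their call against WT with DESeq2, median-ratio size factors, filterByExpr, no count minimum, fits of one cell type, the replicate block, fry and an estimated correlation. With the myeloid score as a covariate 1 of these calls was lost: NK KE had a median of -0.76 and an FDR of 0.0596. Whether this reflects a myeloid source or a loss of power was not tested. Among fits that each left out 1 library, the medians ranged from -1.48 to -1.10 in NK KO, from -1.32 to -1.04 in NK KE, from -2.21 to -1.67 in CD8 KO and from -2.10 to -1.50 in CD8 KE. For KO against KE they ranged from -0.39 to 0 in NK and from -0.38 to 0.04 in CD8 T cells. The correlation of mutant effects ranged from 0.520 to 0.683 in NK and from 0.430 to 0.673 in CD8 T cells. DEG counts were not taken from these fits, because a group of 1 library has no replicate of its own.

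DEG counts depended on the tool and the count minimum. They were the same with median-ratio size factors and no fold change minimum. With filterByExpr CD8 KO had 6 DEG, 3 lower and 3 higher, and 5 were shared in CD8 T cells, with no other change. DESeq2 with all libraries called 371 DEG in NK KO, 393 in NK KE and 206 in NK KO against KE, and 232, 324 and 156 in the same CD8 comparisons. It shared 165 in NK and 117 in CD8 T cells, where unchanged simulated mutants gave a mean of 34.3 and 29.1, and its interaction counts were 185 for KO and 262 for KE. All 7 and 11 CD8 DEG of edgeR were among the DESeq2 calls. With shrunken fold changes the counts were 350, 353 and 162 in NK and 195, 286 and 118 in CD8 T cells, with 153 and 95 shared. DESeq2 fits of one cell type, chosen after seeing the data, gave 391, 450 and 178 in NK and 208, 277 and 142 in CD8 T cells, with 204 and 94 shared. Of the DESeq2 calls with all libraries, 59.3% to 77.2% had a group at the floor, against 17.6% to 18.9% of the genes tested. The cause of the difference between the tools is taken up among the other observations.

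Without a count minimum edgeR called 195, 256 and 96 DEG in NK and 124, 185 and 82 in CD8 T cells, shared 120 and 80, and had interaction counts of 131 and 194. None of these DEG lay below the minimum. Limma voom, chosen after seeing the data, called 103 DEG in NK KO, 82 in NK KE, 12 in CD8 KO and 12 in CD8 KE, and shared 51 in NK and 7 in CD8 T cells. All its CD8 DEG were lower, whereas edgeR had 4 lower and 3 higher in KO and 6 lower and 5 higher in KE. It gave 0 for the KO interaction, where 703 genes passed the unadjusted level in edgeR. In edgeR fits of one cell type the CD8 counts against WT were 0 and 0 and 0 were shared, against 640 and 738 genes at an unadjusted p under 0.05 with all libraries. With the myeloid covariate they were 1 and 2, with 1 shared. The cause was not tested beyond the smaller number of libraries in the fits of one cell type.

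Replicate numbers did not pair the libraries: the correlation of deviations between groups with the same number lay between -0.0250 and 0.0378 over 15 pairs of groups. With the replicate block the CD8 counts against WT were 0 and 0, with 0 shared, and the KO interaction count was 0. The block spends degrees of freedom on a number that carries no pairing. Under the block 5 list medians changed sign, none of them called: NK KO against KE tumour epithelial 0.20, CD8 KO against WT B cell -0.025 and dissociation stress -0.10, and CD8 KO against KE MYC and ribosome biogenesis 0.027 and stromal -0.96. It changed no other call among the counts and robust ISG medians. Outside these, 3 list tests and 13 values of named genes lost their call under the block.

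The correlation of mutant effects was 0.535 in NK cells with DESeq2 and 0.608 for genes with a mean count of at least 100. With separate WT libraries it was 0.214 and 0.222 in NK and 0.0372 and 0.0374 in CD8 T cells, because the shared control no longer adds to it and single libraries add noise.

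Tyk2 changed sign in 4 cases among the processing alternatives, none near a threshold: -0.80 in NK KO, -0.60 in NK KE and -0.18 in CD8 KO with the myeloid covariate, and -0.020 in CD8 KO with DESeq2. It also changed sign in fits without single libraries, to -0.22 in NK KO, -0.34 in CD8 KO and 0.13 in CD8 KE. The cause was not tested. Of the other results, 16 values of named genes became called and 23 lost their call, 5 list tests became called and 51 lost their call, and 68 of the counts by direction moved while 52 did not. Another scaling moved the median of all genes by at most 0.02 on the log2 scale. Depth was tested only by thinning all libraries to the smallest total. The edgeR DEG counts were then 0 in NK KO, 1 in NK KE, 5 in CD8 KO and 9 in CD8 KE. With all counts they were 0, 0, 7 and 11. Depth and spread between replicates were not compared as limits.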

Other observations

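Myeloid RNA for the robust ISG, the interval around Tyk2, sex and library size were tests set before the results were seen. All other tests of explanations here were chosen afterwards. DESeq2 with all libraries and edgeR without a count minimum were alternatives planned beforehand.

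The DEG shared by both mutants numbered 0 in NK cells and 6 in CD8 T cells. Both are lower than the values quoted from the study above. The study called its DEG with DESeq2. DESeq2 on these counts shared 165 in NK and 117 in CD8 T cells with all libraries, and 204 and 94 in fits of one cell type chosen after seeing the data. edgeR without a count minimum shared 120 and 80. The gap thus narrows with another tool and also with another filter, and its source was not separated further.

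DESeq2 called 156 to 393 DEG per comparison with all libraries, where edgeR called 0 to 11. A candidate explanation is that spread between replicates of few cells is taken for differences. It was tested by splits of the same 4 libraries with 1 library of each genotype per arm, 2 such splits per comparison. The larger DESeq2 count of these splits was 141 in NK KO, where the real split gave 426 genes, and 108 in NK KE, where it gave 573. It was 167 in CD8 KE against 288. In these comparisons the mixed splits did not reach the real count. The real split is 1 of 3 splits, so it can give the most calls by chance. A genotype difference also widens the spread within mixed arms, so their counts may understate false calls. Spread alone is thus not excluded. In NK KO against KE the mixed splits gave up to 187 genes and the real split 128, in line with spread alone. In CD8 KO (164 against 231) and CD8 KO against KE (157 against 168) the counts were too close to decide. edgeR called 0 genes in every mixed split, with 255 to 466 genes at an unadjusted p under 0.05. In the real splits of 4 libraries it called 3 genes in NK KO, 4 in NK KE, 1 in CD8 KO and 0 in CD8 KE, the last with 549 genes at the unadjusted level. The fit of all 12 libraries called 0, 0, 7 and 11, so the CD8 calls depend on which libraries are fitted together. Unchanged simulated comparisons gave DESeq2 a mean of 118.1 calls. How many genes truly changed is not fixed by these data.

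Without a count minimum edgeR called 82 to 256 DEG per comparison, all of them among genes above the minimum. One hypothesis is that low-count genes change the shared estimate of spread so that unchanged genes pass: the prior degrees of freedom were 4.37 with the minimum and unlimited without it. Simulated unchanged groups without the minimum gave at most 11 calls in NK KO, 11 in NK KE, 9 in NK KO against KE, 12 in CD8 KO, 9 in CD8 KE and 8 in CD8 KO against KE. These are far below the observed counts, but the simulation drew from the fitted spread and may understate the true one. In the mixed splits of 4 libraries, edgeR without the minimum called at most 0 genes in NK KO, with up to 353 at the unadjusted level, and 1 in NK KE, against 38 and 359 in the real splits. In these comparisons both tests lean against false calls of this kind as the whole account but do not exclude them. The mixed splits have the limits given above. The mixed splits reached 24 genes in NK KO against KE, 16 in CD8 KO, 29 in CD8 KE and 23 in CD8 KO against KE. The real splits gave 29, 22, 32 and 33, too close to decide, so false calls stay possible there.

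Lower robust ISG expression was weighed against technical sources. With the myeloid score as a covariate the medians were -1.87 in CD8 KO and -1.89 in CD8 KE (camera FDR 4.27e-14 and 2.38e-13). These values argue against myeloid RNA as the whole source in CD8 T cells. In NK cells the medians were -0.84 in KO (FDR 7.92e-04) and -0.76 in KE (FDR 0.0596). KO against KE was not called there (FDR 0.341). The score follows the genotype in NK libraries, so a myeloid source cannot be told apart from an effect in NK cells. After each library's trend on GC content and transcript length was removed, the medians were -1.10, -0.87, -2.25 and -1.74 in NK KO, NK KE, CD8 KO and CD8 KE, all still called. Before the removal the same test had medians of -1.37, -1.07, -2.22 and -1.86, so the NK medians moved toward 0 with the removal. That test had no mean-variance trend, unlike the main one. After all libraries were thinned to the smallest total, the medians were -1.11, -1.16, -1.95 and -1.90, again all called. Totals lay between 10378761 and 14732882 and counts were normalized for them, so thinning could hardly have moved the medians. The thinning test therefore adds little on library size. Y linked genes were expressed in all 12 libraries, which argues against groups from mice of different sex. Xist was found at 16.3 CPM in NK WT 1 and 15.7 CPM in CD8 KE 2, with at most 0.536 CPM in the other 10 libraries, so some female cells in these 2 libraries are not excluded. Lower ISG expression in both mutant CD8 groups is compatible with an effect of the Tyk2 genotype, as a hypothesis from 2 libraries per group. In both mutant NK groups a myeloid source stays open beside it. Differences between individual tumours and in the cells sorted were not tested, and the labels name no batch.

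Passenger DNA of another strain around Tyk2 could add differences near the gene. Of 106 tested genes within 10 Mb of Tyk2, 0 were DEG. At an unadjusted p under 0.05, 5.66% passed near Tyk2 and 6.31% elsewhere in NK KO (Fisher's exact p 1, two-sided), and 5.66% and 4.81% in CD8 KO (exact p 0.646). All 7 CD8 KO DEG lie outside the interval, which argues against this source for them. With 0 DEG in NK KO, 837 genes at the unadjusted level and no excess near Tyk2, nothing can be said for NK cells. The KE mice and other intervals were not tested.

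Lower hypoxia and glycolysis genes in the mutants may reflect myeloid RNA or another site within the tumour. With the myeloid score as a covariate the medians were -1.15 in NK KO and -1.57 in NK KE. They were -0.74 in CD8 KO and -1.04 in CD8 KE, and all were called by camera. In CD8 T cells this argues against myeloid RNA as the whole source. In NK libraries the score follows the genotype, so a myeloid source is not excluded there. The list is strongly correlated, and fry called 1 of the 4 original comparisons, so the shift itself is uncertain. Oxygen supply and the size of the tumours were not measured here.

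Tyk2 transcript was as abundant in KO as in WT libraries. Counts per gene cannot tell a mutant transcript from an intact one, and no explanation was tested.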
